# *SRPX2* promotes cancer cell proliferation and migration of papillary thyroid cancer

**DOI:** 10.1007/s10238-023-01113-1

**Published:** 2023-06-12

**Authors:** Haiwei Guo, Ruiqi Liu, Jiajun Wu, Shuang Li, Weiping Yao, Jiajie Xu, Chuanming Zheng, Yanwei Lu, Haibo Zhang

**Keywords:** *SRPX2*, Papillary thyroid cancer, Migration, Proliferation, *PI3K/AKT*

## Abstract

Thyroid cancer is the endocrine tumor with the highest incidence at present. It originates from the thyroid follicular epithelium or follicular paraepithelial cells. There is an increasing incidence of thyroid cancer all over the world. We found that *SRPX2* expression level was higher in papillary thyroid tumors than in normal thyroid tissues, and *SRPX2* expression was closely related to tumor grade and clinical prognosis. Previous reports showed that *SRPX2* could function by activating *PI3K/AKT* signaling pathway. In addition, in vitro experiments showed that *SRPX2* promoted the proliferation and migration of papillary thyroid cancer (PTC). In conclusion, *SRPX2* could promote the malignant development of PTC. This may be a potential treatment target for PTC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10238-023-01113-1.

## Introduction

Thyroid cancer is one of the most common cancers, and it ranks seventh among cancers diagnosed in women [1, 2]. Its incidence has significantly increased over the past few decades. According to the difference in tumor origin and differentiation, thyroid cancer can be further divided into PTC, follicular thyroid carcinoma (FTC), medullary thyroid carcinoma (MTC), poorly differentiated thyroid cancer (PDTC), and anaplastic thyroid cancer (ATC) [3]. PTC is the most common type of thyroid cancer, accounting for about 80% of all thyroid malignancies [4]. Thyroid cancer therapy includes surgery, chemotherapy, radiotherapy, and targeted therapy. Although most thyroid cancers are curable, advanced thyroid cancers show increased incidence and mortality rates [5]. The development of systematic treatments for advanced thyroid cancer using molecular landscapes is an emerging field [6]. Fortunately, it is reported that the genomics of thyroid cancer has promoted new therapeutic targets.

*SRPX2*, also known as *sushi repeat-containing protein X-linked 2*, is located on Xq22.1. *SRPX2* was first identified as the downstream target gene of *E2A-HLA* in leukemia in 1999 [7]. The *SRPX2* protein is related to nerve development and cell growth and widely expressed in normal tissues [8, 9]. Besides, *SRPX2* is highly expressed in cancer tissues and cell lines, including glioma, mesothelioma, osteosarcoma, esophageal, gastric, lung, and colorectal cancers [8, 10–15]. Recent studies have revealed that a variety of signaling pathways are involved in the upregulation of *SRPX2* in human diseases, such as the binding of transcription factors [16, 17]. In addition, inflammation can also promote the expression levels of *SRPX2* [18]. Moreover, *SRPX2* is regulated by its upstream molecules including TGFβR1/SMAD3, NFATc3/c-JUN, MAN1 (LEM) domain containing 1 (LEMD1), miR-149, and FOXP2 [17, 19–22]. The effects of these mechanisms are not only limited to the upregulation of *SRPX2* but also regulate the biological behaviors of tumor cell proliferation, migration, and invasion. Therefore, the upregulation of *SRPX2* may be an important promoting factor for tumor development and metastasis.

*SRPX2* promotes cell migration in gastric cancer, but not cellular growth. *SRPX2* can increase the interaction between endothelial cells and tumors, regulating tumor progression and metastasis [8]. *SRPX2* overexpression plays a malignant role in colorectal cancer by regulating cell proliferation, adhesion, migration, and invasion [11]. Moreover, *SRPX2* regulates glycolytic metabolism in colon cancer cells through the *PI3K–Akt* pathway [11]. *SRPX2* also increases osteosarcoma cell proliferation by activating the Hippo signaling pathway [23]. The role of *SRPX2* in thyroid cancer, however, is unclear.

We searched for thyroid cancer biomarkers and found that *SRPX2* was upregulated in PTC. In vitro experiments also show that *SRPX2* plays a vital role in the proliferation and migration of PTC. Our study aimed to clarify the biological functions and regulatory mechanisms of *SRPX2* in PTC.

## Materials and methods

### Cell cultures

TPC1 (RET/PTC rearranged, PTC), BCPAP (BRAFV600E mutated, PTC), IHH4 (BRAFV600E mutated, PTC), and NTHY3 (Nthy-ori 3–1, normal thyroid epithelial cell) were obtained from ATCC. All cell lines were cultured in RPMI-1640 medium (HyClone, China) containing 10% fetal bovine serum (Gibco, USA). The cell incubator condition was a 5% CO_2_ atmosphere with a constant temperature of 37 °C.

### Tissue samples and clinical data collection

The Zhejiang Provincial People’s Hospital provided six pairs of formalin-fixed, paraffin-embedded thyroid cancer specimens and adjacent non-tumor specimens. We provide the basic information of the patient in Supplementary Table 1. No samples were collected from patients undergoing chemotherapy or radiotherapy. Ethical approval was obtained from the Institutional Ethical Review Board of Zhejiang Provincial People’s Hospital (Institutional Review Board number QT2022435) before commencing sample analysis.

### RNA interference

The cells were plated one day before transfection. Small interfering RNA (siRNA) transfection was performed using the RNAi transfection reagent (Invitrogen). The sequences of siRNA were as follows:

- siControl:5’-TTCTCCGAACGTGTCACGT-3’, 3’-TGCACTGTGCAAGCCTCTT-5’.
- si*SRPX2*-1:5’-GGUGAAAGAUUCUGCUGCUGAUTT-3’, 3’-AUCAGCAGAAUCUUUCACCTT-5’.
- si*SRPX2*-2:5’-CCGAGGAAAUCUUCACAUUTT-3’, 3’-AAUGUGAAGAUUUCCUCGGTT-5’.

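Read in the direction opposite to its printed end labels, the antisense strand of siSRPX2-1 pairs with GGTGAAAGATTCTGCTGAT, a stretch of 19 bases in the SRPX2 mRNA. In GENCODE release 29 (GRCh38) this target lies on the plus strand of chromosome X from 100665337 to 100665355, in the coding part of exon 6 of the 11 exons of the transcript SRPX2-201, at positions 1107 to 1125 of its 6679 bases. With flanking bases it reads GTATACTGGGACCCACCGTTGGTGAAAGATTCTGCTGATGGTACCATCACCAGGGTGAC. Among all annotated transcripts it matched 4, all of SRPX2 and of no other gene. The printed sense strand of siSRPX2-1 has 22 bases without its overhang and matched 0 transcripts. The target of siSRPX2-2, CCGAGGAAATCTTCACATT, lies on chromosome X from 100670899 to 100670917, in the coding part of exon 11, at positions 1790 to 1808 of the same transcript. It matched 3 transcripts, all of SRPX2. With flanking bases it reads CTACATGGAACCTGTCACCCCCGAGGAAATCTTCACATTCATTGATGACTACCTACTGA.

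**Figure D1:**
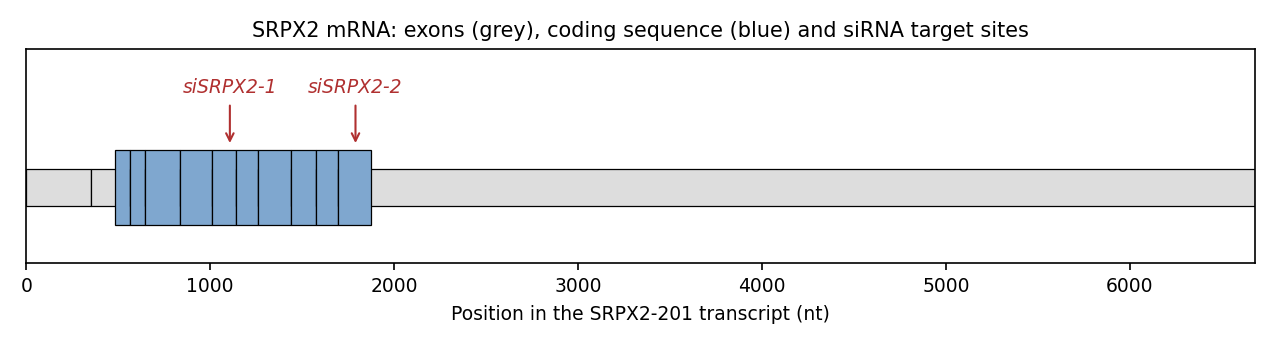
The SRPX2-201 transcript drawn to scale in nucleotides, with exons in grey, the coding sequence in blue and arrows at the first base of each siRNA target. The siSRPX2-1 target starts at position 1107 and the siSRPX2-2 target at position 1790, both inside the coding sequence.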

### RNA sequencing

Trizol (Invitrogen) was used to isolate RNA from three biologically repeated siControl and three biologically repeated si*SRPX2*-1-transfected TPC1 cells after 36 h. Transcriptome expression profiling was analyzed by RNA sequencing using NovaSeq 6000 platform (Illumina) by Shanghai Bioegene Co., Ltd. After the final transcriptome was generated, StringTie (http://ccb.jhu.edu/software/stringtie/,version:stringtie-2.1.6) and ballgown (http://www.bioconductor.org/packages/release/bioc/html/ballgown.html) were used to estimate the expression levels of all transcripts and perform expression abundance for mRNAs by calculating FPKM (fragment per kilobase of transcript per million mapped reads) value. Genes differential expression analysis was performed by DESeq2 software between two different groups (and by edgeR between two samples). The genes with the false discovery rate (FDR) parameter below 0.05 and absolute fold change > 2 were considered differentially expressed genes. Differentially expressed genes were then subjected to enrichment analysis of GO functions and KEGG pathways.

### RNA preparation and real-time quantitative PCR

Twenty-four hours after transfection, total RNA was isolated by RNA-Quick Purification Kit (ES Science, China) and quantified by absorbance at OD 260 nm. Total RNA was reverse-transcribed into cDNA by using the PrimeScript RT Reagent Kit (Takara Biotechnology, China). All the PCRs were carried out using qPCR SYBR Green Master Mix (Yeasen, China). The LightCycler 480 (Roche Diagnostics) was used for the real-time PCR assays. In order to normalize the expression of mRNA, GAPDH was used as a reference. The primers used for the related genes are listed in Table 1.

**Table 1:** The primers of the genes

Gene symbol	Forward/reverse primer
GAPDH	Forward: 5'-GTCATCCATGACAACTTTGG-3' Reverse: 5'-GAGCTTGACAAAGTGGTCGT-3'
*SRPX2*	Forward: 5'-CCACATGCTACTCACCGAAGG-3' Reverse: 5'-GTAGTGCGTGGCATCTCATCT-3'
GLS2	Forward: 5'- TCTCTTCCGAAAGTGTGTGAGC-3' Reverse: 5'- CCGTGAACTCCTCAAAATCAGG-3'
S100A14	Forward: 5'- GAGACGCTGACCCCTTCTG-3' Reverse: 5'- CTTGGCCGCTTCTCCAATCA-3'
PREX2	Forward: 5'- AAGACCGAGCGGGACTATGT-3' Reverse: 5'- TGTTGAGCATTAGGTTCGGGG-3'
GREM1	Forward: 5'- CGGAGCGCAAATACCTGAAG-3' Reverse: 5'- GGTTGATGATGGTGCGACTGT-3'
LAMA4	Forward: 5'- ATGAGCTGCAAGGAAAACTATCC-3' Reverse: 5'- CTGTTTCGTTGGCTTCACTGA-3'
PTGDS	Forward: 5'- AGCACCTACTCCGTGTCAGT-3' Reverse: 5'-TGGGTTCGGCTGTAGAGGG-3'

### Western blot analysis

Western blot analysis was performed as previously described [24]. Forty-eight hours after transfection, the cells were lysed in RIPA buffer with 1% PMSF on ice, and the cell lysates were quantified using the BCA reagent (Thermo Scientific, China). The proteins were separated on 8–12% SDS–PAGE gels and electrotransferred to PVDF membranes. Here are the antibodies used for probing the membranes: GAPDH (ab8245; 1:5000; Abcam), P-PI3K (4228; 1:3000; CST), PI3K (4249; 1:3000; CST), FN1 (26836; 1:3000; CST), Epithelial–Mesenchymal Transition (EMT) Antibody Sampler Kit (9782T; CST) including E-cadherin (3195; 1:3000; CST), N-cadherin (13116; 1:3000; CST), and vimentin (5741; 1:3000; CST).

### Proliferation assays

Cells transfected with the specified siRNAs were inoculated into six-well plates (1 × 10^4^ cells each well). The cells were digested with trypsin/EDTA in suspension every other day to determine the number of cells.

### Wound healing assay

For wound healing experiments, TPC1 and IHH4 cells were incubated in six-well plates until the cell density reached 90%. In the center of the hole, a straight line was drawn with a sterile pipette tip. The wound was subsequently washed with PBS, and the cells were cultured in serum-free 1640 for 12 h. The wound area was captured by a microscope and measured by ImageJ software.

### Transwell Assay

Transwell assays were performed in Transwell plates (LABSELECT, China, 6.5 mm). Equal amounts of TPC1 and IHH4 cells were inoculated into the upper chamber containing 200 µL serum-free 1640 (5 × 10^4^ cells). The lower chamber contained 700 µL of 1640 containing 10% FBS for induction of cell migration. The cells were cultured for 24 h. The migrated cells were photographed and counted under a microscope and then analyzed by ImageJ software.

### Statistical analysis

The means and standard deviation are calculated from at least three independent experiments performed in duplicate. For statistical significance, we used GraphPad Prism 8.0 software to perform t-tests (and nonparametric tests) and one-way ANOVA (and nonparametric or mixed). Statistical methods are selected based on the sample size and sample distribution characteristics. The Kaplan–Meier method was used for the survival analysis. The significance of a statistical test was defined as *P < 0.05, **P < 0.01, ***P < 0.001.

## Results

### *SRPX2* expression levels are upregulated in PTC

Six pairs of tumor tissues and adjacent non-tumor specimens were sequenced (Fig. 1A), and high-expression genes were selected for further study. We assessed the *SRPX2* levels based on RNA sequencing data from Time2.0 (http://timer.comp-genomics.org). In cancer tissues, *SRPX2* expression was higher than in normal tissues, especially in CHOL (cholangiocarcinoma), COAD (colon adenocarcinoma), ESCA (esophageal carcinoma), LUAD (lung adenocarcinoma), LUAC (lung adenocarcinoma), GBM (glioblastoma multiforme), READ (rectum adenocarcinoma), STAD (stomach adenocarcinoma), and THCA (thyroid carcinoma) (Fig. 1B). To verify *SRPX2* expression levels in thyroid cancer, we first analyzed the data from UALCAN (http://ualcan.path.uab.edu/index.html), which included 505 samples of thyroid cancer tissues and 59 thyroid normal tissues. *SRPX2* mRNA expression levels were higher in thyroid cancer tissues than in normal tissues according to UALCAN results (Fig. 1C, Supplementary Fig. 1). In addition, in the presence of the most common BRAF mutation in thyroid cancer, the expression of *SRPX2* was significantly higher than that in WT group (Supplementary Fig. 2). We further analyzed *SRPX2* mRNA levels in three human PTC cell lines (TPC1, IHH4, and BCPAP) (Fig. 1D). As shown in Fig. 1D, *SRPX2* mRNA levels were significantly increased compared with NTHY3. Besides, we extracted the total RNA from PTC tissues and paracancerous tissues of the six-paired samples, and *SRPX2* mRNA levels have shown to have a significant difference (Fig. 1E). To further confirm whether *SRPX2* expression is indeed upregulated in PTC, we performed immunohistochemical (IHC) analysis of *SRPX2* expression in cancer and paracancerous tissues. IHC also showed that *SRPX2* was highly expressed in PTC tissue compared with normal paracancerous tissue (Fig. 1F, G). Database analysis together with PCR and IHC results revealed that *SRPX2* expression is upregulated in PTC.

**Fig. 1:**
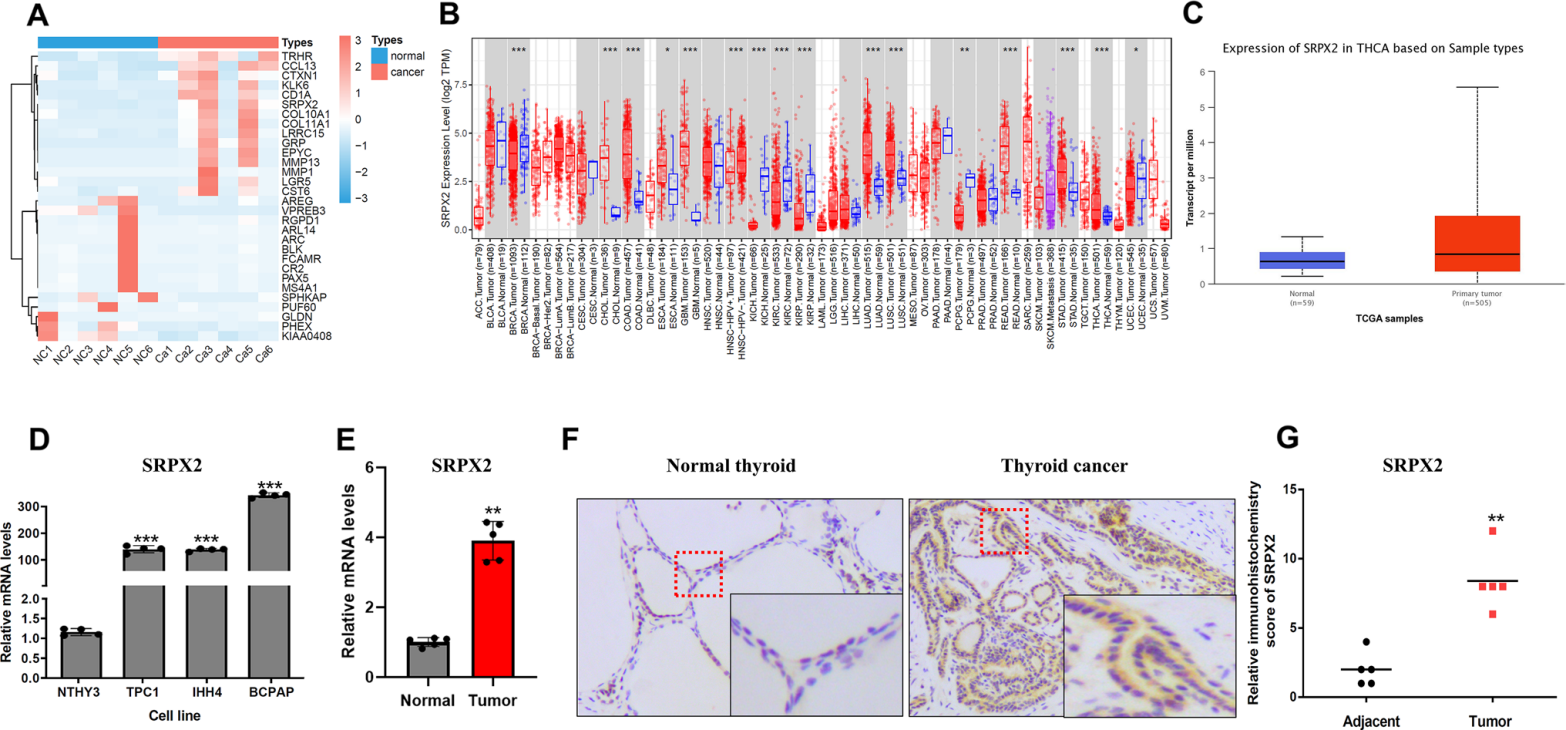
*SRPX2* shows high expression in thyroid cancer. **A** Six pairs of thyroid tumor samples and adjacent paracancerous tissues were sequenced. **B** The levels of *SRPX2* in different human tumor types were compared by Time2.0 database. **C** The significant increase in *SRPX2* expression in thyroid cancer was further validated by using the UALCAN cancer database. **D** RNA analysis of *SRPX2* expression in three human thyroid cancer cell lines (TPC1, IHH4, BCPAP) and a normal human thyroid cell line (NTHY3) (*P* = 0.0009). **E** Total RNA extracted from thyroid tumor specimens and adjacent paracancerous tissues was extracted for RT-qPCR analysis (*P* = 0.0079). **F** IHC image of *SRPX2* expression in thyroid cancer and paracancerous tissue. **G** The IHC score of *SRPX2* was measured in thyroid cancer and paracancerous tissues (*P* = 0.0011). All data were obtained from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001

### High expression of *SRPX2* predicts a poor survival prognosis

To further evaluate the correlation between the expression level of *SRPX2* and the clinical significance in patients with thyroid cancer, we found higher *SRPX2* expression in all cancer stages and lymph node metastasis grades of thyroid cancer tissues than in normal tissues by using the UALCAN and GEPIA databases (http://gepia.cancer-pku.cn/index.html) (Fig. 2A-C). The GEPIA database was used to investigate the correlation between *SRPX2* expression and thyroid cancer prognosis. As a result, *SRPX2* expression significantly affected the prognosis of thyroid cancer patients (Fig. 2D). The Human Protein Atlas (https://www.proteinatlas.org) also revealed that patients with thyroid cancer who exhibited higher *SRPX2* expression (*n* = 400) have shorter survival time than those with lower expression patients (*n* = 101) (Fig. 2E). These results reveal that *SRPX2* is an important prognostic factor and has important clinical value in thyroid cancer.

**Fig. 2:**
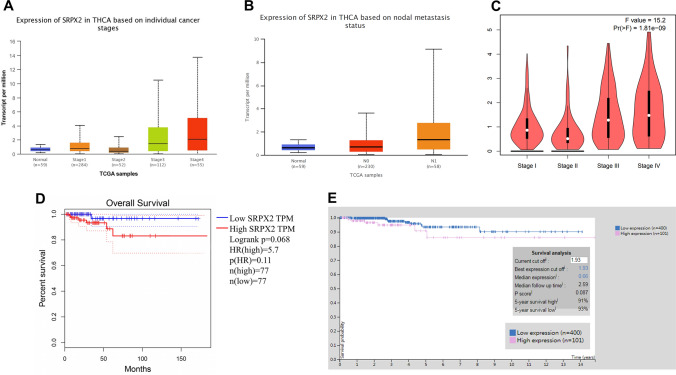
The expression level of *SRPX2* is related to the prognosis of thyroid cancer. **A**–**C** Boxplot graphs show the relative expression of *SRPX2* in all stages (**A**, **C**) and all lymph node metastasis grades **B** of thyroid cancer and normal tissues in the UALCAN (**A**, **B**) and GEPIA (**C**) database. **D**–**E** Kaplan–Meier survival curve shows that the overall survival rate of the patients with low *SRPX2* expression is better than that of the patients with high *SRPX2* expression. The GEPIA database suggests that the 5-year survival rates of high (*n* = 77) and low (*n* = 77) *SRPX2* expression levels were 85 and 98%, respectively (Logrank *p* = 0.068, HR (high) = 5.7, *p* (HR) = 0.11). The PROTEINATLAS database suggests that the 5-year survival rates of high (*n* = 101) and low (*n* = 400) *SRPX2* expression levels were 91 and 93%, respectively (*p* value = 0.087, median follow-up time: 2.59 months) (D: GEPIA database, E: PROTEINATLAS database)

### *SRPX2* knockdown inhibits the proliferation of PTC cells

To explore the cellular function of *SRPX2* in PTC, we designed two different siRNAs for *SRPX2* to carry out our experiments. RT-qPCR was used to detect the *SRPX2* mRNA level 24 h after transfection of TPC1 and IHH4 cells. The expression level of *SRPX2* has decreased (Fig. 3A). WB (Western blot) experiments also showed that *SRPX2* was effectively knocked down by two different siRNAs in the TPC1 and IHH4 cell lines (Fig. 3B). By using si*SRPX2*-1 and si*SRPX2*-2 as interference, we successfully generated PTC cell lines with low *SRPX2* expression. Next, we assessed the growth and proliferation of PTC cells in the si*SRPX2*-1 and si*SRPX2*-2 groups. We found that *SRPX2* inhibition resulted in growth inhibition of TPC1 and IHH4 cells (Fig. 3C, D).

**Fig. 3:**
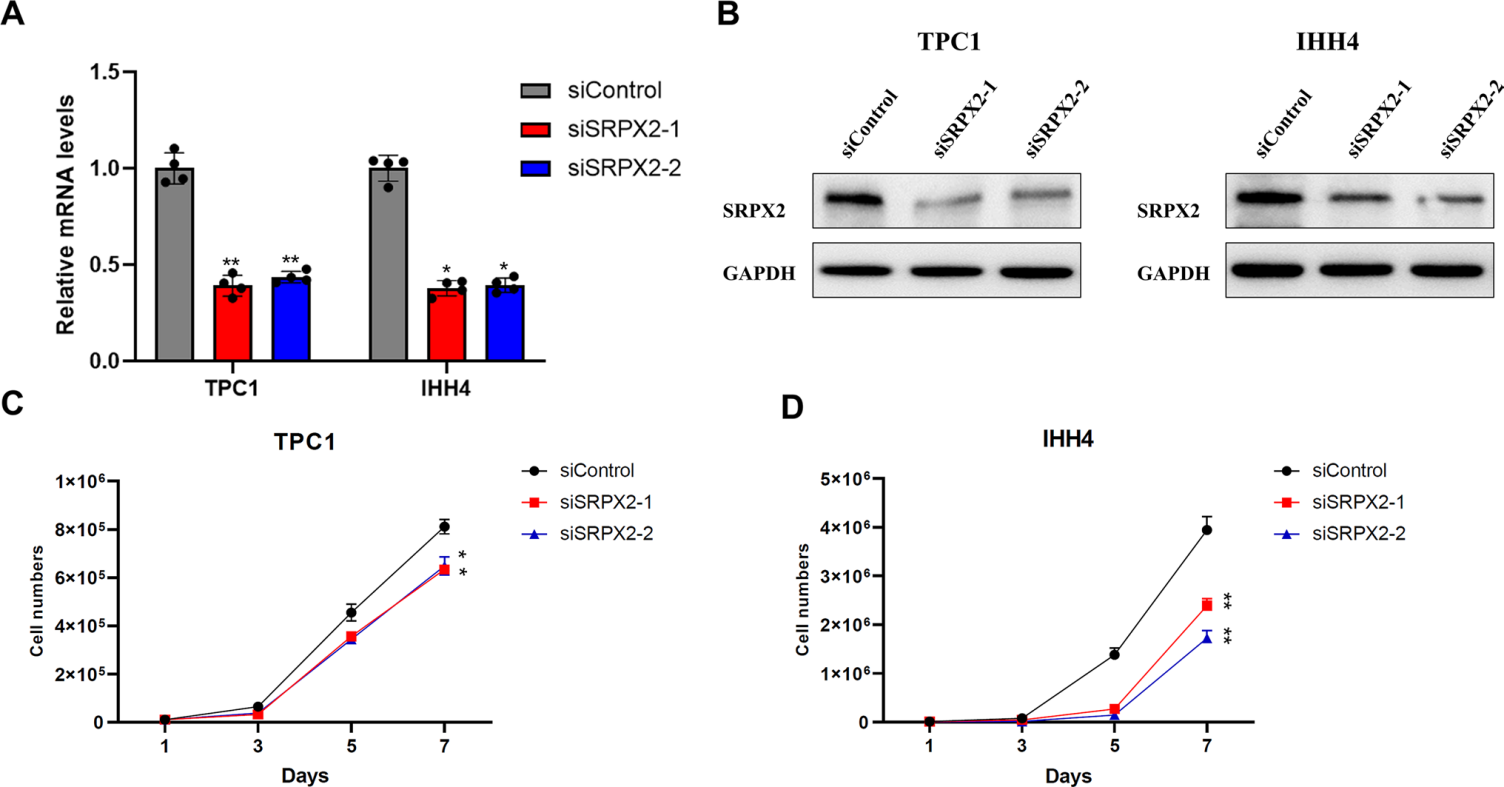
*SRPX2* knockdown reduces the proliferation ability of PTC cells. **A** RT-qPCR was used to verify the mRNA level of *SRPX2* in TPC1 (*P* = 0.0024) and IHH4 (*P* = 0.0107) cell lines after transfection for 24 h. **B** WB analysis showed that *SRPX2* was effectively knocked down by using siRNAs in TPC1 and IHH4 cells 72 h after cell transfection. **C**–**D** The growth curves of TPC1 (*P* = 0.0500) and IHH4 (*P* = 0.0036) cells. Cells were transfected with the siRNAs and then inoculated in plates at low density. The number of cells was calculated every other day. All data were obtained from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001

### *SRPX2* inhibits PTC cell migration

To identify the function of *SRPX2* in the migration of PTC cells, we used siRNAs to knockdown *SRPX2* in TPC1 and IHH4 cells. After that, scratch assay showed that the downregulation of *SRPX2* inhibited the migration of TPC1 and IHH4 cells compared with control transfection (Fig. 4A, B). In addition, the Transwell assay also showed that silenced expression of *SRPX2* reduced the migration ability of TPC1 and IHH4 (Fig. 4C, D). Collectively, these results suggest that *SRPX2* promotes PTC tumor migration.

**Fig. 4:**
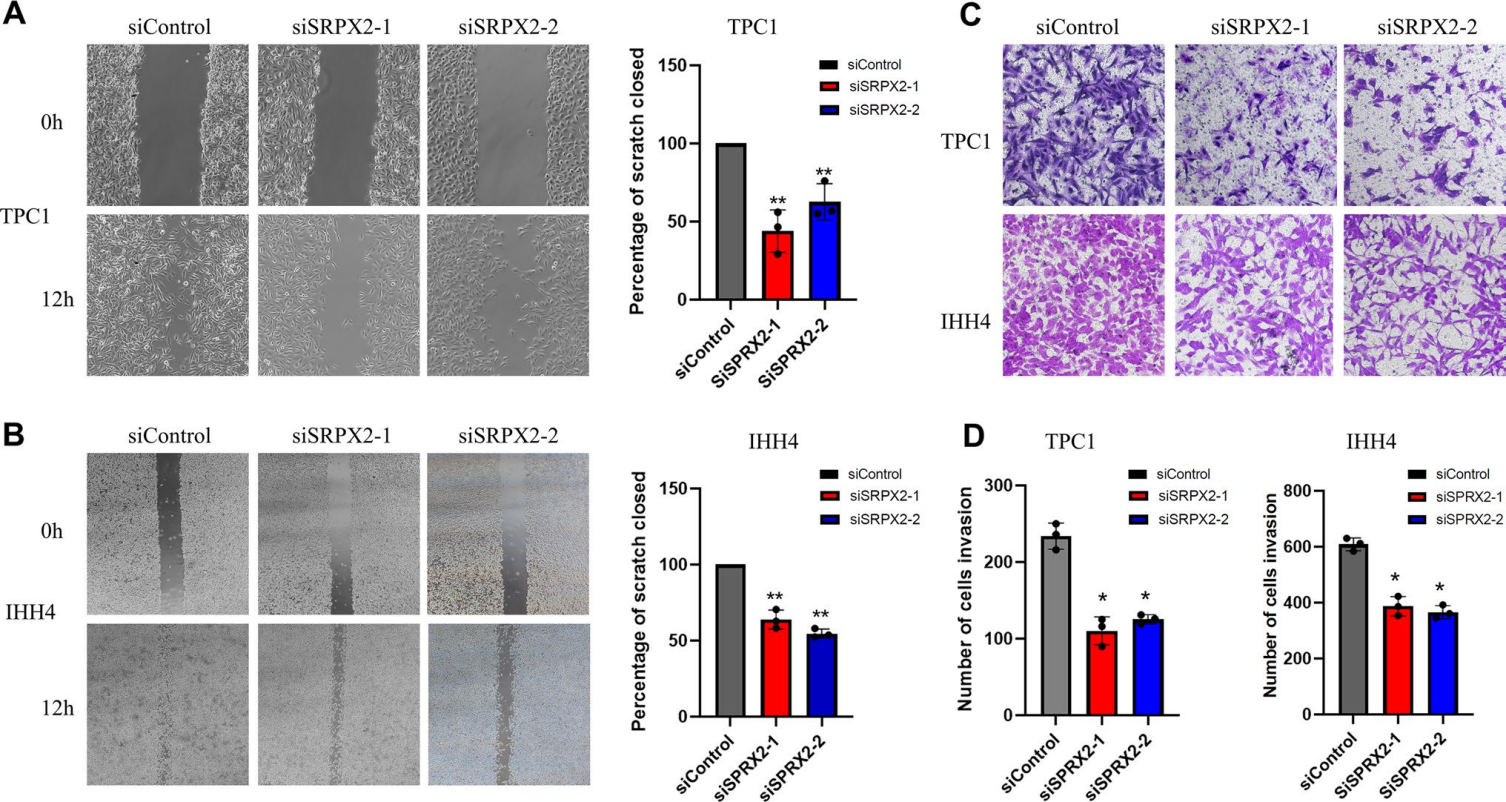
*SRPX2* knockdown reduces the migration ability of PTC cells. **A**–**B** The results of the wound healing experiment showed that cell migration ability was decreased within 12 h after *SRPX2* was knocked down in TPC1 (*P* = 0.0071) and IHH4 (*P* = 0.0036) cell lines. **C**–**D** The negative control group and *SRPX2* knockdown group were examined for TPC1 (*P* = 0.0107) and IHH4 (*P* = 0.0500) cell migration by Transwell. Transwell chamber was collected 24 h after laying. All data were obtained from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001

### *SRPX2*-related downstream molecules and signaling pathways

To identify potential downstream genes of *SRPX2*, we screened target genes using sequenced mRNAs. 

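RNA sequencing compared TPC1 cells, a human papillary thyroid carcinoma line with a CCDC6-RET rearrangement, transfected with siControl (3 libraries) or siSRPX2-1 (3 libraries). The paper gives 36 h between transfection and RNA isolation. The labels of the same samples give day 2, another culture medium and an adipogenic treatment, and the samples were mapped by their titles and the paper. The authors estimated expression with StringTie 2.1.6 and ballgown and deposited raw read counts and FPKM for 31348 genes. The aligner, the annotation release and the counting step are not given in the sources used here. The siControl libraries held 63824315, 73439682 and 70042541 counted reads. The siSRPX2-1 libraries held 75828542, 72339717 and 68424105. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, over the 13317 genes with a mean FPKM of at least 0.5 in the 6 libraries, as siSRPX2-1 against siControl. The first principal component held 53.9% of the variance and set both replicate 2 libraries apart from the other 4. Same-numbered libraries deviated together from their group means (correlations of 0.552, 0.731 and 0.602), so a fit with the replicate number as a block is given where it changed a call. Replicates are biological repeats by the paper's account.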

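SRPX2 itself, a secreted sushi-repeat protein, was counted 243, 335 and 308 times in the siControl libraries and 140, 157 and 263 times in the siSRPX2-1 libraries. Its TMM-normalized CPM (reads scaled to library size) was 4.24 ± 0.280 (SD, n = 3) after siControl and 2.61 ± 1.04 (SD, n = 3) after siSRPX2-1. In CPM each siSRPX2-1 library lay below each siControl library (two-sided exact permutation test of CPM, p = 0.1, the smallest that 3 against 3 allow). In the deposited FPKM the groups overlapped, with 0.462 in siSRPX2-1 replicate 3 and 0.448 in siControl replicate 1, so this separation depends on the normalization. SRPX2 did not reach a mean FPKM of 0.5, so its fold changes come from fits of all genes without the expression filter. The log2 fold change was −0.71 (standard error 0.328, unadjusted p = 0.0683 from edgeR's quasi-likelihood test, short of an adjusted p of 0.05). With the replicate number as a block it was −0.76 (standard error 0.241, unadjusted p = 0.0219 and adjusted p = 0.835 from the same test). Without siSRPX2-1 replicate 3 it was −1.06 (unadjusted p = 0.0125 from the same test).

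Most of the measured inflammatory transcripts were lower in the siSRPX2-1 libraries. Of 20 tested NF-kappaB and inflammatory genes, 17 were lower and 3 higher, with a median log2 fold change of −0.24 (camera, adjusted p = 0.00724 over 25 lists, and adjusted p = 0.820 with an estimated correlation). With the block, 10 of the 20 were lower and 0 higher when adjusted over the list alone, and 0 over all genes. The members with the smallest p were the cyclooxygenase gene PTGS2 (log2 fold change 0.32, higher in 3 of 3 pairs), the chemokines CCL2 (−0.79) and CXCL8 (−0.78) and the NF-kappaB subunit gene NFKB2 (−0.26), the last 3 lower in 3 of 3 pairs, each with an adjusted p of 1.00 from edgeR. NFKBIE, an inhibitor of NF-kappaB that was not on the list, had a log2 fold change of −0.47 (unadjusted p = 0.0297 from edgeR). Of 23 genes of cholesterol synthesis, 20 were lower (camera, adjusted p = 0.00918, and 0.820 with an estimated correlation), FDFT1 among them at −0.30. All 13 mitochondrially encoded mRNAs were lower, with a median of −0.10 (adjusted p = 0.00918, and 0.820 with an estimated correlation). Of 39 ribosomal protein genes, 35 were lower, with a median of −0.06 (adjusted p = 0.00285, and 0.820 with an estimated correlation). Without the expression filter none of these 4 lists passed (camera, adjusted p = 0.0563 for NF-kappaB, 0.0943 for cholesterol, 0.0900 for mitochondrial and 0.0537 for ribosomal genes). In both replicate 2 libraries together, the median NF-kappaB gene differed from the other 4 libraries by −1.28 on the log2 scale. The NF-kappaB list lost its call without siControl replicate 1 (camera, adjusted p = 0.148) and turned without siControl replicate 3 (0.899) or siSRPX2-1 replicate 2 (0.669). The cholesterol list lost its call without siControl replicate 3 (0.429), siSRPX2-1 replicate 1 (0.583) or 2 (0.514), the mitochondrial list without siControl replicate 1 (0.873) or 3 (0.130) or siSRPX2-1 replicate 2 (0.657), and the ribosomal list without siControl replicate 1 (0.50) or siSRPX2-1 replicate 3 (0.139). These fits without 1 library had no block and left the replicate numbers unbalanced between the groups. A lost or turned call among them cannot be told apart from that imbalance. Within pairs 1, 2 and 3 the median of the NF-kappaB list was −0.40, −0.15 and −0.27. Of the cholesterol list 13 of 23 members were higher in pair 3, and of the ribosomal list 17 of 39 were higher in pair 2.

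No single gene passed an adjusted p of 0.05 in edgeR without the block, against 66 at an unadjusted p under 0.05 (43 higher and 23 lower). With the block 1226 of the 13317 tested genes had an unadjusted p under 0.05 from edgeR (575 higher and 651 lower). Chance alone would give a share of 0.05 of the tested genes, more than the 66 and fewer than the 1226. DESeq2 without the block called 2 higher and 1 lower. With the replicate block edgeR called 3 higher (AP002990, AL445685 and AL035461) and 3 lower (AC006064, AC004922 and FMC1-LUC7L2). AC006064 had 1958 reads in siControl replicate 1 and 0 in the other 5 libraries, and AL035461 had reads in siSRPX2-1 replicate 2 alone. Each of these 6 overlaps a tested gene on the same strand, with which it can share reads. Among the lower genes with the smallest p, each with an adjusted p of 1.00 without the block and no overlap between the groups, were DNAAF4, a dynein assembly factor (log2 fold change −0.67, unadjusted p = 0.0268 from edgeR), and ZC3H11A (−0.87, unadjusted p = 0.0176 from edgeR). ZBED6 lies within ZC3H11A and was higher by 1.16, while the sum of both changed by −0.06. Higher genes included THBD, the endothelial anticoagulant receptor thrombomodulin (1.48, unadjusted p = 0.00971 from edgeR), the tropomyosin gene TPM4 (0.59), GANAB, a subunit of the glucosidase that trims glycans in the endoplasmic reticulum (0.60), and CHST14, a sulfotransferase of dermatan sulfate (0.45).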

By comparing the gene expression changes between the control and *SRPX2* knockout groups, heatmap clustering analysis revealed that the expression of some genes decreased after the knockdown of *SRPX2*. Through literature review, we identified several *SRPX2* downstream genes with potential clinical value, including *PTGDS, GREM1, LAMA4, S100A14, PREX2,* and *GLS2* (Fig. 5A). 

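All 6 genes were near the limit of detection and had more reads after siSRPX2-1 than after siControl. PTGDS, the lipocalin-type prostaglandin D synthase (chromosome 9 of GRCh38, 136975092 to 136981742), had 0, 0 and 10 reads in the siControl libraries and 53, 11 and 17 in the siSRPX2-1 libraries, a ratio of 7.79 after correction for library size (95% interval 4.03 to 16.9 from counting error only). GREM1, a secreted BMP antagonist (chromosome 15, 32718004 to 32734583), had 0 reads in each siControl library and 4, 8 and 8 after siSRPX2-1. With siControl set to a floor of 3 reads over the group, GREM1 was 6.41-fold over that floor. Such folds leave out the counting error of the siSRPX2-1 reads and are no lower bounds. LAMA4, a laminin chain (chromosome 6, 112107931 to 112254722), had 0 reads in each siControl library and 3, 5 and 8 after siSRPX2-1, 5.13-fold over the floor. S100A14, a calcium-binding S100 protein (chromosome 1, 153614255 to 153616927), had 0 against 6, 4 and 18, 8.98-fold over the floor. PREX2, a Rac exchange factor (chromosome 8, 67952046 to 68237032), had 0 against 0, 15 and 11, 8.34-fold over the floor. GLS2, a mitochondrial glutaminase (chromosome 12, 56470944 to 56488414), had 0, 1 and 0 against 0, 7 and 1, a ratio of 7.69 (95% interval 1.03 to 341). The study picked these genes by literature review after screening the same libraries, so their shared direction here is not independent evidence of it.

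In a fit of all 31348 genes, unadjusted p from edgeR's quasi-likelihood test was 0.0897 for PTGDS, 0.0153 for GREM1, 0.0225 for LAMA4, 0.0133 for S100A14, 0.0441 for PREX2 and 0.232 for GLS2. With the replicate block it was 0.0701, 0.0685, 0.0869, 0.0530, 0.0703 and 0.288 in the same order, none under 0.05. Adjusted p was 1.00 for each from that test, and 0.835 with the block. None of the 6 reached a mean FPKM of 0.5. In the siControl libraries 3 reads correspond to between 0.0408 and 0.0470 CPM, the level under which absence cannot be told from a low level.

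**Figure D2:**
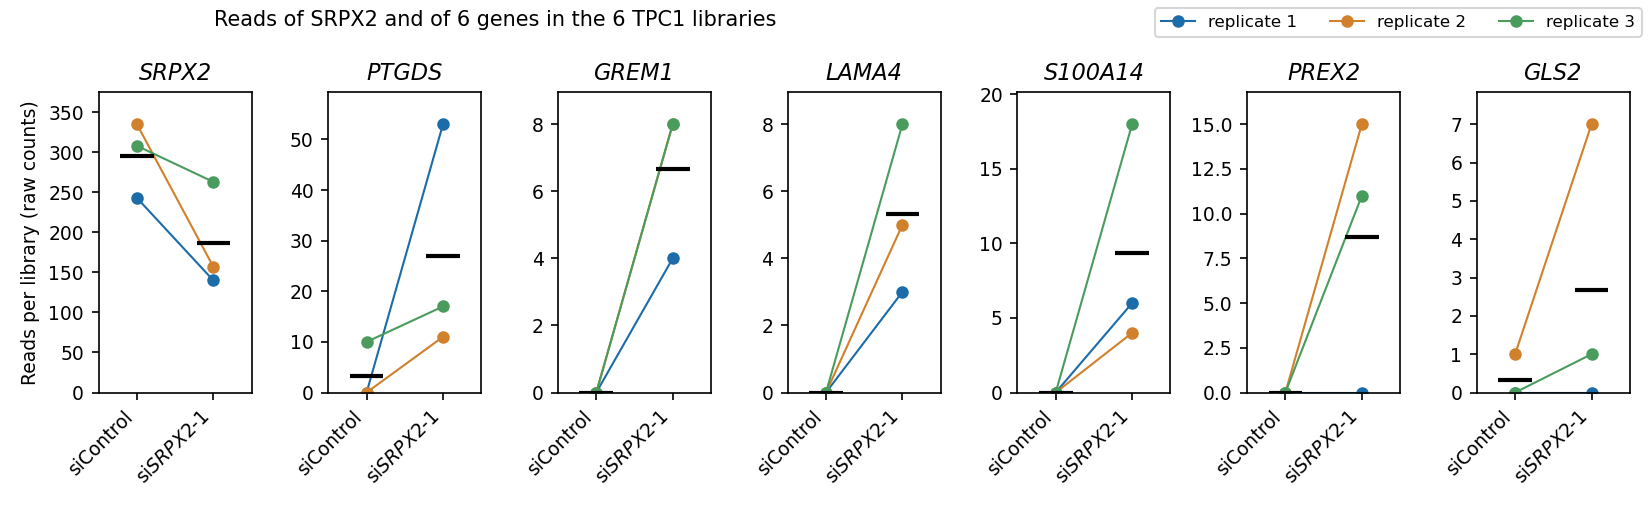
Raw reads per library (vertical axis, from 0, a separate scale for each gene) of SRPX2 and the 6 genes in siControl and siSRPX2-1 libraries. Points are libraries, lines join libraries with the same replicate number, and black bars are group means. SRPX2 is lower in each siSRPX2-1 library of a pair, while no pair has fewer reads of the other 6 genes after siSRPX2-1.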

Based on gene sequencing, we generated a volcanic map of all *SRPX2*-associated genes and found a positive correlation between the levels of *PTGDS, GREM1, LAMA4, S100A14, PREX2, GLS2,* and *SRPX2* (Fig. 5B). 

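Across all 31348 genes, without a filter on low expression, 142 were higher and 173 lower in siSRPX2-1 at an unadjusted p under 0.05 and a fold change over 2 (edgeR's quasi-likelihood test). Over the 13317 genes that passed the expression filter, 14 were higher and 14 lower at the same thresholds, and 28 were higher and 24 lower with the replicate block. None of them passed an adjusted p of 0.05 without the block. Without siControl replicate 2 there were 64 such genes in both directions together. CDH19, a cadherin that the paper's volcano plot names, had 0 reads in each siControl library and 8, 11 and 4 after siSRPX2-1. That is 7.37-fold over a siControl floor of 3 reads over the group. For PTGDS, GREM1, LAMA4, S100A14, PREX2 and GLS2, 6 of 6 log2 fold changes were positive while that of SRPX2 was negative, and this held in all 25 alternative settings, 9 of them chosen after seeing the data. These settings hardly test the direction. GREM1, LAMA4, S100A14 and PREX2 had 0 siControl reads, so their sign could hardly turn. The filter settings repeat the same values, since neither SRPX2 nor any of the 6 genes passes the filter. No correlation across libraries with SRPX2 was computed, since the same-numbered libraries are not independent and each siRNA has 3 libraries. Of the 13317 genes, 434 (3.26%) had groups that did not overlap, 213 higher and 221 lower, where chance gives 10% for libraries that are exchangeable, which the same-numbered libraries are not.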

We then performed KEGG analysis of the *SRPX2* gene and identified the top 20 KEGG-enriched terms (Fig. 5C). 

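KEGG terms were tested with the annotation in the deposited table, for genes at an unadjusted p under 0.05 and a fold change over 2. Over the filtered genes, 2 such genes lay in the background of 4526 annotated genes: THBD, in complement and coagulation cascades (1 of 22 members), and APOA2, in cholesterol metabolism (1 of 27 members). Over all genes, 31 lay in a background of 6389. None of 314 pathways (filtered) or 319 pathways (all genes) passed an adjusted p of 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment), against 5 and 12 at an unadjusted p under 0.05. With only 2 called genes the filtered test could hardly pass any pathway. With the replicate block, 6 of the 52 called genes lay in the annotated background and the smallest adjusted p was 0.105, for complement and coagulation cascades with THBD and C5AR1, a receptor for complement C5a (Fisher's exact test). DESeq2 with the block, a setting chosen after seeing the data, gave 1 pathway past an adjusted p of 0.05.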

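Genes of the 4 pathways were found on both sides, higher and lower. In the PI3K-Akt pathway 86 of 195 tested genes were higher and 109 lower (camera over all tested genes, unadjusted p = 0.970, limma). In calcium signaling 35 of 67 were higher and 32 lower (camera, unadjusted p = 0.985, limma). In amphetamine addiction 13 of 30 were higher and 17 lower (camera, unadjusted p = 0.441, limma). In ECM-receptor interaction 20 of 36 were higher and 16 lower (camera, unadjusted p = 0.319, limma). None of the tested genes in these 4 pathways, those past the expression filter, passed an adjusted p of 0.05 in edgeR with or without the block. None of them had an unadjusted p under 0.05 without it.

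Without the expression filter, called genes lay in each pathway. The amphetamine pathway held CAMK2B, a calmodulin-dependent kinase, and PPP1R1B, a regulator of protein phosphatase 1 (one-sided Fisher's exact test, p = 0.0328, adjusted p = 1.00). ECM-receptor interaction held the platelet glycoprotein gene GP5 and LAMA4 (Fisher's exact test, p = 0.0484, adjusted p = 1.00). Calcium signaling held CAMK2B and the adrenergic receptor gene ADRA1D (Fisher's exact test, p = 0.169, adjusted p = 1.00). PI3K-Akt held LAMA4 alone (Fisher's exact test, p = 0.766, adjusted p = 1.00).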

The KEGG analysis revealed that *SRPX2* was highly correlated with the *PI3K/AKT* signaling pathway, calcium signaling pathway, amphetamine signaling pathway, and ECM receptor interaction. 

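Transcripts of the PI3K/AKT pathway itself were found on both sides, higher and lower. Of 35 tested core components, a list fixed beforehand, 14 were higher and 21 lower, with a median log2 fold change of −0.02 (camera, adjusted p = 0.599). The members with the smallest p were the catalytic subunit gene PIK3CB (log2 fold change −0.14), RICTOR, a subunit of an MTOR complex (−0.14), RHEB, the GTPase that activates MTOR (−0.18), and PIK3C2A (−0.12), each lower in 3 of 3 pairs, with an adjusted p of 1.00 from edgeR.

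Of 23 tested FOXO targets, which PI3K/AKT signaling keeps low, 19 were lower and 4 higher after siSRPX2-1, with a median of −0.12 (camera, adjusted p = 0.0631). With the replicate block the list passed (adjusted p = 3.33e-06), and 3 members were lower when adjusted over the list alone. With an estimated correlation in the blocked fit it did not (adjusted p = 0.505). The members with the smallest p without the block were the cyclin-dependent kinase inhibitor CDKN1A (log2 fold change −0.12), PDK4, a kinase that inhibits pyruvate dehydrogenase (−0.43), the pro-apoptotic gene BBC3 (−0.21) and TXNIP, an inhibitor of thioredoxin (−0.24), each with an adjusted p of 1.00 from edgeR. With the block the smallest belonged to SOD2, a mitochondrial superoxide dismutase that is also on the NF-kappaB list (−0.36, adjusted p = 0.238 from edgeR), which was chosen after its values were seen. In the replicate 2 libraries the median FOXO target differed from the other libraries by −0.98 on the log2 scale. The FOXO list changed direction without siControl replicate 1 (adjusted p = 0.735), siControl replicate 3 (0.945) or siSRPX2-1 replicate 2 (0.0156). Those fits had no block and left the replicate numbers unbalanced between the groups, from which the turns cannot be told apart.

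From the pathways enriched among the genes that changed with SRPX2 and from the 6 downstream genes, the paper proposes that SRPX2 acts in PTC cells by activating PI3K/AKT signaling and its downstream targets. The paper also draws on earlier studies and on a Western blot. In that blot phosphorylated PI3K was lower after knockdown, with no significant change of PI3K protein. Read counts do not measure phosphorylation.

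**Figure D3:**
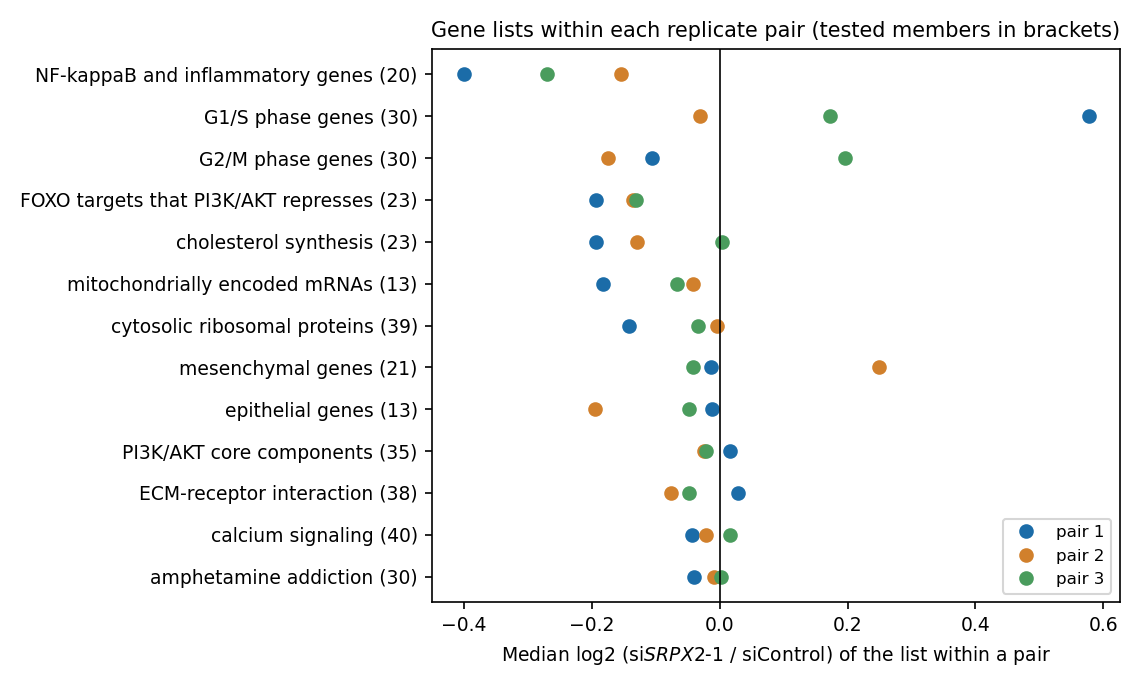
Median log2 ratio of siSRPX2-1 to siControl (horizontal axis) over the tested members of 13 gene lists, with 1 point per pair of libraries with the same replicate number; the vertical line marks no change. The medians of the NF-kappaB, FOXO, mitochondrial, ribosomal and epithelial lists lie below 0 in all 3 pairs, and those of the PI3K/AKT core components lie on both sides of 0.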

Taken together, these findings suggest that *SRPX2* mediates a range of malignant biological functions in PTC cell lines by activating the *PI3K/AKT* pathway and downstream target genes. In order to verify our hypothesis that *SRPX2* is directly proportional to the expression of downstream target genes, we performed *SRPX2* knockdown in the TPC1 and IHH4 cell line and verified it by RT-qPCR. As expected, the mRNA levels of *PTGDS, GREM1, LAMA4, S100A14, PREX2,* and *GLS2* decreased when *SRPX2* was effectively knocked down (Fig. 5D, E). Previous studies have suggested that *SRPX2* is involved in *PI3K/AKT* pathway, suggesting that *SRPX2* may be involved in tumor metastasis. The results of the Transwell experiment also showed that after the *SRPX2* gene interfered, the metastatic ability of PTC cells was decreased. This suggests that the *SRPX2* protein may be one of the key regulatory factors for PTC cell metastasis. We next examined the protein level of vimentin, N-cadherin, E-cadherin, and FN1, which are typical epithelial–mesenchymal transition (EMT) regulating proteins. We found that *SRPX2* knockdown resulted in decreased levels of *N-cadherin* and *vimentin* in the TPC1 and IHH4 cell lines, whereas the protein levels of *E-cadherin* and *FN1* did not change significantly (Fig. 5F). At the same time, WB results showed that *P-PI3K* levels were decreased after *SRPX2* knockdown, whereas *PI3K* protein levels were not significantly changed (Fig. 5F). These results suggest that *SRPX2* regulates PTC via the *PI3K/AKT* pathway and promotes EMT via *N-cadherin* and *vimentin*. We also identified several *SRPX2* downstream genes, including *PTGDS, GREM1, LAMA4, S100A14, PREX2,* and *GLS2*, which require further experiments to identify the detailed mechanisms (Fig. 6).

**Fig. 5:**
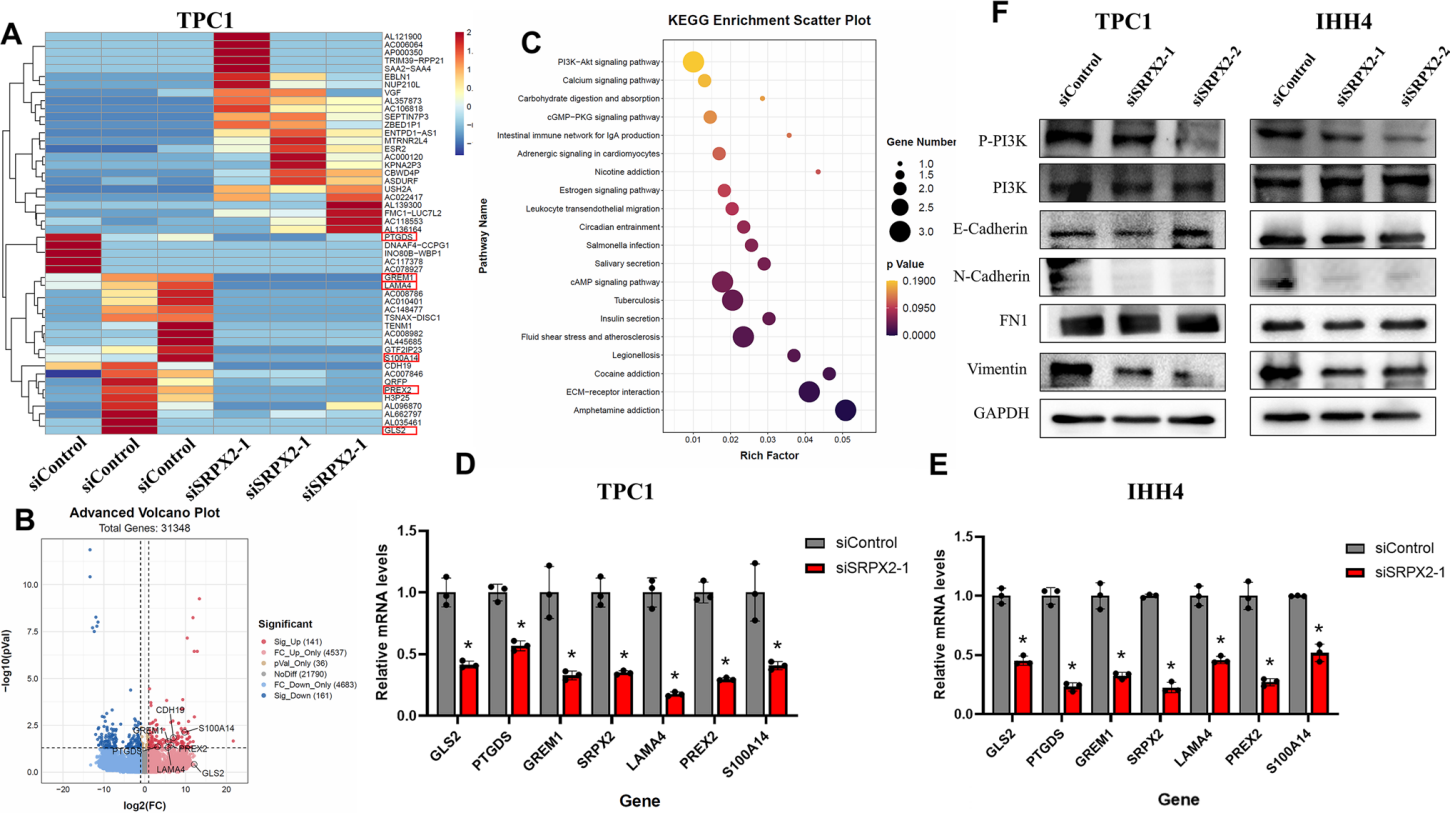
Pathways and downstream molecules involved in *SRPX2*. **A** RNA-seq Heat map of the gene expression profile form siControl and si*SRPX2*-1 treated TPC1 cells. The differentially expressed genes shown in the heat map were marked with red line. **B** The volcanic map shows all the genes associated with *SRPX2* in thyroid cancer. **C** KEGG analysis based on gene sequencing data was used to predict the potential function of *SRPX2* and the signal pathways involved. **D**–**E** Comparison of mRNA levels of downstream genes after knocking down *SRPX2* by RT-qPCR 24 h after transfection (*P* = 0.0156). **F** The P-PI3K, PI3K, and EMT-related protein (N-cadherin, E-cadherin, FN1, and vimentin) changes after *SRPX2* knockdown were verified by WB 72 h after cell transfection. *P < 0.05, **P < 0.01, ***P < 0.001

**Fig. 6:**
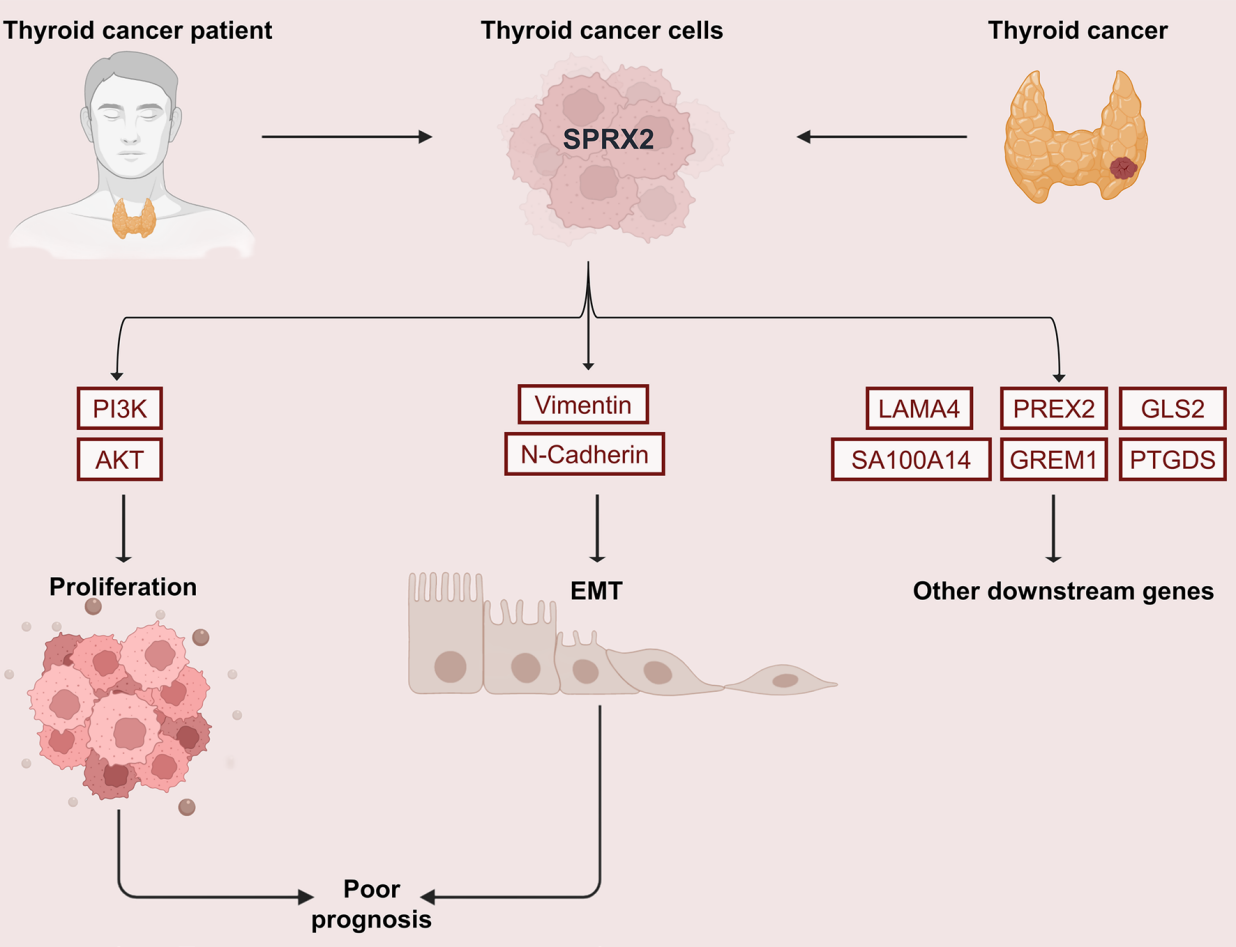
Molecular schematic diagram of *SRPX2* regulation

## Discussion

In recent years, the incidence rate of thyroid cancer has increased, and the new cases of thyroid carcinoma with a larger diameter and non-early cancer have shown an upward trend [25, 26]. In addition to the continuous increase in the prevalence rate, it is also a hot research topic that the prognosis of PTC is difficult to judge and there is no recognized optimal treatment [27]. Presently, benign and malignant thyroid nodules are mainly differentiated using traditional ultrasound and needle aspiration biopsy [28, 29]. However, due to the varying experience of the operators and the location of sampling, there is a misdiagnosis rate in clinical practice. Currently, there are no clear markers for thyroid cancer. Therefore, identifying molecular markers of thyroid cancer is of great significance for the early diagnosis, treatment, and prevention of postoperative recurrence of thyroid cancer.

Our study identified a meaningful gene that could affect PTC prognosis through extensive bioinformatics analysis. We found that *SRPX2* was overexpressed in PTC and positively correlated with higher histological grade, metastatic lymph node grade, and worse prognosis. Previous studies have found that *SRPX2* takes part in human embryonic stem cell differentiation, cognitive impairment, and epileptic activity [19, 30, 31]. Most published data show that *SRPX2* has a carcinogenic effect and is abnormally expressed in various tumors [15, 32, 33]. Our study also showed that the mRNA level of *SRPX2* in PTC tissues was significantly higher than paracancerous tissues, which was confirmed by cell experiments and IHC. All these results suggest that *SRPX2* is a prognostic biomarker of PTC.

Yu et al. found that *SRPX2* targets the *FAK/AKT* pathway in hepatocellular carcinoma (HCC) to increase the mobility of HCC cells [34], and *SRPX2* promotes EMT in small cell lung cancer [14]. In addition, previous studies have shown that *SRPX2* partially realizes its function through the *FAK*-dependent pathway, and *SRPX2* targets *FAK* to exert malignant biological effects in thyroid cancer [35]. However, studies on *SRPX2* in thyroid cancer are rare and the mechanism of action of *SRPX2* in thyroid cancer remains unclear. Our article is the first showing that *SRPX2* enhances the cell proliferation and migration ability of PTC by regulating the *PI3K/AKT* signaling pathway, *N-cadherin, *and* vimentin* and additionally explores more potential regulating genes. Through KEGG analysis, we confirmed that the expression of *SRPX2* was closely related to the *PI3K/AKT* signaling pathway, and WB verified that the level of *P-PI3K* decreased after knocking down *SRPX2.* Furthermore, the results of thermal cluster analysis and the volcanic map of *SRPX2* showed that the expression of *PTGDS, GREM1, LAMA4, S100A14, PREX2,* and *GLS2* in thyroid carcinoma was positively correlated with *SRPX2*. In addition, the RT-qPCR results showed that their mRNA levels decreased to different degrees after *SRPX2* knockdown. Other studies have also shown that *PTGDS, GREM1, LAMA4*, *S100A14, PREX2,* and *GLS2* have potential value in promoting cancer progression and predicting cancer prognosis [36–41]. This is the first research to reveal a direct correction between *SRPX2* and these oncogenes, which needs further study.

Our study had some limitations. The number of patients included in this study was limited, and it is difficult to explain the differences in age, race, and geographical distribution. Therefore, additional in vivo and in vitro experiments are required for verification.

In conclusion, our study shows that *SRPX2* is highly expressed in PTC and is involved in tumor progression. An increase in *SRPX2* expression is associated with a decrease in overall survival in patients with PTC and may serve as an independent prognostic factor. In addition, *SRPX2* promotes the malignancy of PTC through the *PI3K/AKT, N-cadherin*, and *vimentin* pathways. We also identified potential downstream regulatory genes, including *PTGDS, GREM1, LAMA4, S100A14, PREX2,* and *GLS2*. Therefore, our study offers new insights into the role and mechanism of *SRPX2* in thyroid cancer and its potential as a biomarker for PTC prognosis.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

RNA data are available at the Gene Expression Omnibus datasets (accession number: GSE233267). The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: SRPX2 promotes cancer cell proliferation and migration of papillary thyroid cancer
**Source:** Clin Exp Med. 2023 Jun 12;23(8):4825–34. doi: 10.1007/s10238-023-01113-1
**Supplement:** Supplementary file 3 — Supplementary file3

Supplementary Table 1: Basic information of the six thyroid cancer patients.

Y: year; LNR: lymph node ratio; ETE: extrathyroidal extension;

How the deposited data were processed for this re-analysis (not part of the article)

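TPC1 cells were sequenced in 6 libraries, 3 transfected with siControl and 3 with siSRPX2-1. The authors deposited raw counts per gene and library, and FPKM that they had estimated with StringTie 2.1.6 and ballgown. The submitters' processing notes also name DESeq2 and edgeR. The aligner, genome build and annotation release are not given in the sources used here. Of the 31348 gene IDs, 30496 were found in GENCODE release 29, and 30437 of these started within 100000 bases of the position there, so coordinates are given on GRCh38. Samples were matched to columns by the labels, and the labels' treatment, time and medium differ from the paper's.

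The design written before the data were examined allowed for limma on log2(FPKM + 1) or, if counts were present, edgeR. Because the table holds counts, edgeR 4.0.16 was used (TMM, glmQLFit and glmQLFTest, in R 4.3.3), with a mean FPKM of at least 0.5 over all libraries, which kept 13317 genes, and Benjamini-Hochberg adjustment. Gene lists were fixed before the data were examined and tested with camera in limma 3.58.1, with a preset correlation of 0.01, where at least 5 members were tested. Of 30 lists 25 could be tested. KEGG terms came from the authors' annotation column, with the tested and annotated genes as background. Named genes were SRPX2, the genes the paper names for this experiment, up to 12 higher and 12 lower genes past an adjusted p of 0.05 whose groups do not overlap, filled up with those of smallest p, and up to 4 members of each list with the smallest p. The genes named for KEGG pathways, for reads shared with an overlapping gene and for the neuroendocrine transcripts, and SOD2, were chosen after their values were seen. Exact permutation tests were two-sided and used CPM, where the design had named FPKM. Intervals of read ratios are 95% and cover counting error only. The floor of 3 reads concerns siControl alone, and folds over it leave out the counting error of the siSRPX2-1 reads.

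Libraries of the same replicate number were checked for pairing. The correlations of their deviations from the group means were 0.552, 0.731 and 0.602, and the highest correlation with a library of another number was 0.0693. The pairing rests on these values and on the labels' numbers, and no source says what a number marks. Counts of any library pair differed by far more than sampling noise (chi-square per gene between 17.6 and 461), so none was treated as a repeat.

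The tests were run on simulated counts with the means and library sizes of these libraries. For siSRPX2-1 against siControl over 13317 genes without the block, 14.0% of 100 genes changed 2-fold and 58.0% of 100 changed 4-fold were recovered, with 3 false calls. With the block 97.0% and 89.0% were recovered, with 15 false calls.

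Alternatives set beforehand were other filters, size factors, pseudocounts, quantile normalization, limma without a trend or with array weights, DESeq2 1.42.0, the replicate block, other list tests and leaving out each library in turn. Others, named in the closing section, were added later. Seed sites of siSRPX2-1 were searched in annotated 3' UTRs, with its antisense strand read opposite to its printed end labels. The paper's experiments in other cells and its protein and RT-qPCR measurements are not analysed here. Figures were drawn with matplotlib 3.10.9.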

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

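The test of overlapping genes was chosen after the values were seen, and so was each test of the 6 genes given here. In the 6 libraries, 3 transcripts were higher in siSRPX2-1 past an adjusted p of 0.05 in edgeR with the replicate block: AP002990 (log2 fold change 1.65), AL445685 (6.31) and AL035461 (12.0). They lie outside the genes the paper discusses. AL035461 rests on 1508 reads in siSRPX2-1 replicate 2 and 0 in the other 5 libraries, so its log2 fold change is a fitted value and no measured fold. All 3 overlap another gene on the same strand. Of the 52 genes with a fold over 2 at an unadjusted p under 0.05 with the block, 48.1% overlapped a tested gene on the same strand, against 10.3% of the other tested genes (Fisher's exact test, p = 7.07e-12) and 14.8% of genes matched on expression. This share is consistent with reads moving between overlapping genes. No biological explanation, such as a change in which transcript is made, was tested.

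PTGDS, GREM1, LAMA4, S100A14, PREX2 and GLS2 had more reads in siSRPX2-1 libraries while SRPX2 had fewer. An exchange of the labels of the 2 whole groups would need SRPX2 above 0, and it was −0.76 with the block, lower in 3 of 3 pairs, which argues against one. An exchange of labels within a single pair was not tested. The paper's RT-qPCR and blot of SRPX2 show it lower after knockdown in TPC1 cells, the way the labels run. Its RT-qPCR in Fig. 5D, at an earlier time than the libraries, runs the other way for the 6 genes, which does not settle the labels. Genes with 0 reads in siControl and reads in all 3 siSRPX2-1 libraries numbered 90, against 84 in the reverse direction and up to 88 in the other splits that part every pair (173 over all splits), so whether these are genes from 1 side of a symmetric scatter near 0 stays open. Of the 6 genes only GREM1, LAMA4 and S100A14 have this pattern, so the count does not bear on PTGDS, PREX2 and GLS2. Fibroblast markers as a source gave a mean difference within pairs of −0.24 (SD 0.342, 3 pairs), which decides nothing.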

How the results depend on the processing

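Settings that leave out a pair, DESeq2 without a filter or with the block, the block without a filter or with other list tests, limma on log2(FPKM + 1), and leaving out the libraries with CALCA reads were chosen after seeing the data. Causes were not tested. Without the libraries with CALCA reads siControl is replicate 3 alone against 2 siSRPX2-1 libraries, and the lone library is assumed to vary as the siSRPX2-1 libraries do, so the values of that setting rest on 1 control. SRPX2 was lower and the paper's 6 genes higher in every setting run. None of these genes passes the filter and all are read from fits without one, so the filter settings could not change this. With few or no siControl reads, the 6 genes could hardly turn in the other settings. The SRPX2 log2 fold change ranged from −1.09 to −0.19. The weak end lies among the limma settings with a pseudocount of 1, which compresses a change at an FPKM between 0.219 and 0.545. The SRPX2 change passed an unadjusted p of 0.05 with the block (−0.76), in DESeq2 (−0.70) and in DESeq2 with the block (−0.76). It also passed in the block without pair 3 (−1.03), while the block and DESeq2 without a filter repeat the values given. Leaving out 1 library gave −1.06 to −0.52, past that p only without siSRPX2-1 replicate 3. CDH1, CDH2, VIM and FN1 stayed short of an adjusted p of 0.05 in all 25 settings. Genes past an adjusted p of 0.05 (0 in edgeR, 66 at an unadjusted p under 0.05) numbered 6 with the block (1226 at an unadjusted p under 0.05), 3 in DESeq2, 1 in DESeq2 without a filter, 89 in DESeq2 with the block, and 15, 79 and 213 in the block without pair 1, 2 or 3. Of the 6 genes of the block, 2, 1, 4, 4, 5 and 6 were among them in the same order. With a fold change over 2 they numbered 6, 3, 1, 12, 13, 34 and 53. Genes at an unadjusted p under 0.05 and a fold change over 2 (28) numbered 315 without a filter, 11 with a mean FPKM of at least 1, 52 with the block, 8 after quantile normalization, 8 with limma on log2(FPKM + 1) and without its trend, 11 with array weights, 287 in DESeq2 without a filter, 45 in DESeq2 with the block, 189 in the block without a filter, 88, 111 and 141 in the block without pair 1, 2 or 3, 48 without pair 2 and no block, 208 without the libraries with CALCA reads, and 26 to 64 without 1 library (highest without siControl replicate 2; 49 without siControl replicate 3, 48 without siSRPX2-1 replicate 3). Lists past the test (5) numbered 1 without a filter (none of the 5), 11 with the block, 2 after quantile normalization, 0 with an estimated correlation or fry, with or without the block, 10 in the block without a filter, 9 and 12 in the block without pair 2 or 3, 9 without pair 2 and no block, 10 without the libraries with CALCA reads, and 4 to 10 without 1 library. KEGG pathways past the test (0, 5 at an unadjusted p under 0.05) numbered 1 in DESeq2 with the block and 4 without the libraries with CALCA reads. The siRNA seed sites median difference (0.00396) was 0.00996 without a filter, −0.00159 after quantile normalization, −0.000200 with limma on log2(FPKM + 1) and without its trend, 0.0106 in DESeq2 without a filter, −0.00756 in the block without pair 1, −0.0356 without the libraries with CALCA reads, and −0.0106 to 0.0251 without 1 library. The CDH1 log2 fold change was 0.55 and 0.64 in the block without pair 1 or 2 and 4.38 without the libraries with CALCA reads, a fitted value over a control with 0 reads and no measure of a fold, where the CDH2 log2 fold change was 0.20 and the FN1 log2 fold change −0.31. Leaving out 1 library gave a CDH2 log2 fold change of −0.18 to 0.0276, an FN1 log2 fold change of −0.00306 to 0.61 and a GAPDH log2 fold change of −0.15 to 0.25. It gave adjusted p from 4.85e-09 to 0.899 for NF-kappaB and inflammatory genes, from 3.76e-23 to 0.899 for G1/S phase genes and from 5.26e-08 to 0.945 for FOXO targets that PI3K/AKT represses, with turns of direction as given beside each list. Depth limits the 6 genes, which had between 8 and 81 reads over the siSRPX2-1 libraries.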

Differences from the paper's values

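No test of a cause is given here, and the settings chosen only after the result was seen are DESeq2 without a filter and the block without a filter. The paper's volcano plot shows about 140 higher and about 160 lower genes at an unadjusted p under 0.05 and a fold change over 2 (Fig. 5B, read by eye), where 14 higher and 14 lower were found. Of the alternatives set before the data were examined, only leaving out the expression filter came within 1.5 times of the paper's counts, with 142 higher and 173 lower. Other filters, size factors, pseudocounts, quantile normalization, limma settings, DESeq2, the replicate block and leaving out single libraries did not. DESeq2 without a filter, chosen after seeing the values, gave 135 and 152, and of the 6 genes the paper names it drops 1, GLS2, at an unadjusted p under 0.05. At the thresholds the paper's methods state for differential expression, an adjusted p under 0.05 and a fold change over 2, edgeR called 0 genes (66 at an unadjusted p under 0.05) and DESeq2 called 3, both without the block. With the replicate block edgeR called 3 higher and 3 lower (1226 at an unadjusted p under 0.05). The number of genes in the plot matches the 31348 in the deposited table.

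For the pathways of Fig. 5C, read by eye, the paper shows about 3 genes in PI3K-Akt signaling, about 3 in ECM-receptor interaction, about 3 in amphetamine addiction and about 2 in calcium signaling, where 0 were found in each. The paper's methods enter genes with an adjusted p under 0.05 and a fold change over 2, which leaves too few here, so an unadjusted p under 0.05 with a fold change over 2 was used. Without the expression filter, ECM-receptor interaction held 2, amphetamine addiction 2 and calcium signaling 2, within 1.5 times of the paper's, and PI3K-Akt signaling held 1, which was not. The other alternatives set before the data were examined gave 0 in each. DESeq2 without a filter, chosen after seeing the values, gave 3 in PI3K-Akt signaling, 3 in ECM-receptor interaction, 3 in amphetamine addiction and 2 in calcium signaling, none of the 4 past an adjusted p of 0.05. The block without a filter, also chosen after seeing the values, gave 3, 1, 3 and 3 in the same order.

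The paper states that PTGDS, GREM1, LAMA4, S100A14, PREX2 and GLS2 decreased on SRPX2 knockdown and had levels that rose with that of SRPX2. In the deposited counts 6 of 6 were higher in the siSRPX2-1 libraries, while SRPX2 was lower (log2 fold change −0.71). The paper's own volcano plot also places these genes on the side of positive fold changes. In the heat map of Fig. 5A the 6 genes are high in the columns headed siControl, and the reads are high in the libraries labelled siSRPX2-1, as for PTGDS (53, 11 and 17 reads). The paper's RT-qPCR shows lower levels of the 6 genes after knockdown, in TPC1 and IHH4 cells and at an earlier time than the libraries. The paper names the PI3K/AKT pathway, calcium signaling, amphetamine addiction and ECM-receptor interaction as closely tied to SRPX2. None of the 4 passed an adjusted p of 0.05 here (one-sided Fisher's exact test), with or without the expression filter. With the filter only 2 called genes were annotated and 0 lay in each of the 4, so that test could not have passed them and says nothing against the paper's pathways. At an unadjusted p under 0.05 0 of the 4 passed with the filter, and amphetamine addiction and ECM-receptor interaction passed without it.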

Other observations

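The test of 1 ratio among neuroendocrine transcripts, the marker sum without RET and the test of the passenger strand were chosen only after the result was seen. Of 30 G1/S phase genes 27 were higher after siSRPX2-1, with a median log2 fold change of 0.16 (camera, adjusted p = 0.00850, and 0.820 with an estimated correlation), CCNE1 (0.42), UNG (0.30) and CDCA7 (0.23) among them, while CCND1 was at −0.20. Without the expression filter the list did not pass (adjusted p = 0.110). Within pairs the median was 0.58, −0.03 and 0.17, so pair 2 did not share it. The list changed direction without siControl replicate 1 (adjusted p = 0.389), siControl replicate 3 (0.899) or siSRPX2-1 replicate 2 (0.0156). Those fits had no block and left the replicate numbers unbalanced between the groups, from which the turns cannot be told apart. Of 30 G2/M phase genes 3 were higher and 27 lower (adjusted p = 0.599), and in pair 3 alone 28 were higher. In the replicate 2 libraries the median G1/S gene was 1.27 and the median G2/M gene 1.24 higher on the log2 scale than in the other libraries.

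Transcripts of the proteins blotted in Fig. 5F gave no change past an adjusted p of 0.05 in edgeR. The blots, from later lysates than the RNA, show lower N-cadherin and vimentin and no significant change of E-cadherin and FN1. VIM had a log2 fold change of 0.14, CDH2 of −0.07 and FN1 of 0.28. CDH1 had 14, 14 and 0 reads in the siControl libraries and 3, 2 and 8 in the siSRPX2-1 libraries. GAPDH had a log2 fold change of 0.06. Of 21 mesenchymal genes 14 were higher (adjusted p = 0.125), and with the block the list passed (camera, adjusted p = 0.0222, and 0.681 with an estimated correlation), with TNC at 0.30, ZEB1 at 0.24, MMP14 at 0.33 and S100A4 at −0.60. The medians of that list within pairs 1, 2 and 3 were −0.01, 0.25 and −0.04, so only pair 2 was above 0. Of 13 epithelial genes 7 were higher and 6 lower (adjusted p = 0.562).

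For the pathways of Fig. 5C the lists here were fixed beforehand and differ in their members from the KEGG annotation of the deposited table used at the claims. Among the other lists, camera without the block gave adjusted p = 0.0822 for interferon response (17 of 23 lower), 0.125 for p53 targets (15 of 21 lower), 0.138 for MAPK output genes (12 of 18 higher), 0.314 for thyroid differentiation (5 of 6 lower), 0.393 for replication-dependent histones (5 of 7 higher), 0.446 for YAP/TAZ targets (11 of 20 lower), 0.516 for TGF-beta/SMAD targets (11 of 18 higher), 0.562 for unfolded protein response (15 of 22 higher), 0.562 for ECM-receptor interaction (21 of 38 higher), 0.599 for amphetamine addiction (17 of 30 lower), 0.599 for adipocyte markers (4 of 6 lower), 0.664 for calcium signaling (23 of 40 lower), 0.723 for SRPX2-linked genes (7 of 12 higher), 0.723 for hypoxia and glycolysis (15 of 27 lower) and 0.835 for reference genes (7 of 12 lower). The test pointed up for YAP/TAZ targets and for hypoxia and glycolysis, and down for epithelial genes, against the sign of their medians. With the block, interferon response (0.0359), p53 targets (0.0299), thyroid differentiation (0.0359) and adipocyte markers (0.0359) passed, and none of these passed with an estimated correlation; the median of the adipocyte list was above 0 in pair 2 (0.10). Of the endothelial markers 1 was tested, ROBO4 (0.40), of the fibroblast markers 1, LUM (−0.27), and of the leukocyte markers 2, CD68 (0.58) and CD14 (−0.70). Too few of the blotted genes (3) and of the paper's 6 genes (0) passed the filter for a list test.

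CALCA, which encodes calcitonin, had 408 and 366 reads in siControl replicates 1 and 2, 112 in siSRPX2-1 replicate 3 and 0 in the other 3 libraries, and SST had 302, 299 and 81 in the same libraries and 0 in the others. For RNA of C cells as a candidate source, 11 further markers were summed, and the lowest sum of the 3 libraries was 0.797 of the highest of the others, which meets the bound set beforehand against it. RET, which TPC1 cells transcribe from their rearrangement, holds 89.7% of those reads, and without RET the gap (3.77 CPM in siSRPX2-1 replicate 3 against 4.92 in siControl replicate 3) lies within the spread of the libraries without CALCA (2.71 to 4.92 CPM), while SCG3 (20 and 23 reads) and PCSK2 (18 and 13) had reads in siControl replicates 1 and 2 alone, so the source stays open, which was seen only afterwards. Whether 8 of the transcripts came from 1 source with 1 ratio stays open too: their shares differed by more than counting noise (Monte Carlo chi-square, p = 1.00e-05, the smallest that 100000 permutations can give), as other counts do between libraries, while CALCA held between 35.6% and 41.6% of their reads. No biological explanation was tested.

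The siSRPX2-1 guide may lower other transcripts through its seed: of 11114 tested genes with an annotated 3' UTR, 2015 held the site CTGCTGA. With the block, 28.8% of 629 control 7-mers of the same bases went with changes as low. The median log2 fold change was −0.00363 with a site and −0.00388 without one (permutation test, p = 0.791), which meets the bound set beforehand against lowering, but by less than the scatter of the genes, so a small effect stays open. For the passenger strand, with the site CTTTCAC, the medians were −0.00943 and −0.00277 (permutation test, p = 0.0366), and 6.84% of the control 7-mers went with changes as low. Those controls have the bases of the guide site and not of CTTTCAC, so this share is not matched on bases. For the siRNA seed sites of the guide, settings went both ways: the difference of the medians was 0.00996 without a filter and without the block (permutation test, p = 0.00949), higher with a site, and −0.0106 without siControl replicate 2 (permutation test, p = 0.00225), lower with a site.

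The 6 libraries allow 10 splits into 3 and 3, and 4 that part every pair, too few for a share under 0.05. Genes past an adjusted p of 0.05 numbered 0, and the highest other split also gave 0, so 10 of 10 splits gave as many; the same held with a fold change over 2 added. At an unadjusted p under 0.05 and a fold change over 2 the real split gave 28 genes and the highest other 417, with 7 of 10 giving as many. That split keeps the replicate 2 libraries together, and several times the real count points to a structure of the samples. The 3 other splits that part every pair, as the real one does, gave at most 27 genes and at most 5 lists. Lists past the test numbered 5, against up to 12, with 7 of 10 as many. KEGG pathways numbered 0, against up to 6, with 10 of 10 as many. With the block, the real split gave 6 genes against at most 2, and 11 lists against at most 7, in 1 of 4 splits each.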
